# Histone H3K27 acetylation is dispensable for enhancer activity in mouse embryonic stem cells

**DOI:** 10.1186/s13059-020-01957-w

**Published:** 2020-02-21

**Authors:** Tiantian Zhang, Zhuqiang Zhang, Qiang Dong, Jun Xiong, Bing Zhu

**Keywords:** H3K27 acetylation, Enhancer, H3.3, Gene transcription

## Abstract

H3K27ac is well recognized as a marker for active enhancers and a great indicator of enhancer activity. However, its functional impact on transcription has not been characterized. By substituting lysine 27 in histone variant H3.3 with arginine in mouse embryonic stem cells, we diminish the vast majority of H3K27ac at enhancers. However, the transcriptome is largely undisturbed in these mutant cells, likely because the other enhancer features remain largely unchanged, including chromatin accessibility, H3K4me1, and histone acetylation at other lysine residues. Our results clearly reveal that H3K27ac alone is not capable of functionally determining enhancer activity.

**Electronic supplementary material:**

**Supplementary information** accompanies this paper at 10.1186/s13059-020-01957-w.

## Background

Enhancers are critical regulatory elements that control spatial and temporal gene expression [1], and they are demarcated by distinct chromatin modifications [2]. In mammals, putative enhancers can be predicted by their local chromatin signatures, including H3K4me1 and H3K27ac [3–5]. Among these enhancer marks, H3K27ac is of particular interest because it distinguishes active enhancers from poised ones [6]. To date, a large body of literature has well established a role for H3K27ac in indicating enhancer activity. On the other hand, whether H3K27ac functionally determinates enhancer activity is less clear because it is difficult to selectively target H3K27ac at enhancers. Nevertheless, it has been reported that H3K27ac plays an active role in cell identity control [7].

Enrichment of histone variant H3.3 and high histone turnover are other enhancer features [8–14]. Although mammalian H3.3 differs from canonical H3.1 by only five amino acids, H3.3 is deposited into specific chromatin regions [8, 9, 15, 16] by distinct histone chaperones [9, 17, 18] and is enriched for active histone modifications such as H3K4me3 and H3K27ac [19–21]. H3.3 is not essential for viability in *Drosophila* [22, 23]. However, complete loss of H3.3 in mice is embryonic lethal at an early stage and even cellular lethal as a result of mitotic defects [24]. Replacing lysine 27 with a nonmodifiable residue in one of the two genes encoding H3.3 in *Drosophila* causes male lethality and infertility and reduced global H3K27ac levels [25]. A similar reduction in H3K27ac levels was also observed in mouse embryonic stem cells (ESCs) depleted of H3.3 [26]. Therefore, we reasoned that targeting enhancer H3K27ac might be achievable by mutating both H3.3-encoding genes (*H3f3a* and *H3f3b*) and producing a homogenous population of H3.3 lysine 27-to-arginine (K27R) mutant histones in mouse ESCs.

## Results and discussion

We utilized the CRISPR-Cas9 gene editing system to sequentially introduce mutations in both endogenous alleles of *H3f3a* and *H3f3b*, and the engineered mouse ESC clones were confirmed by Sanger sequencing (Additional file 2: Figure S1). We chose two H3.3K27R clones (Mut18 and Mut43) with similar H3.3 protein levels to those in wild-type (WT) ESCs for further investigations (Additional file 2: Figure S2a). The colony morphology and expression levels of key pluripotent genes were unchanged in H3.3K27R mutant cells compared with WT cells (Additional file 2: Figure S2b, S2c). We first measured the global H3K27ac level by Western blot analysis and observed a moderately reduced bulk H3K27ac level in mutant cells (Fig. 1a), which is expected because mouse ESCs contain much higher levels of canonical H3 histones, which remain possible to be acetylated at K27.

**Fig. 1:**
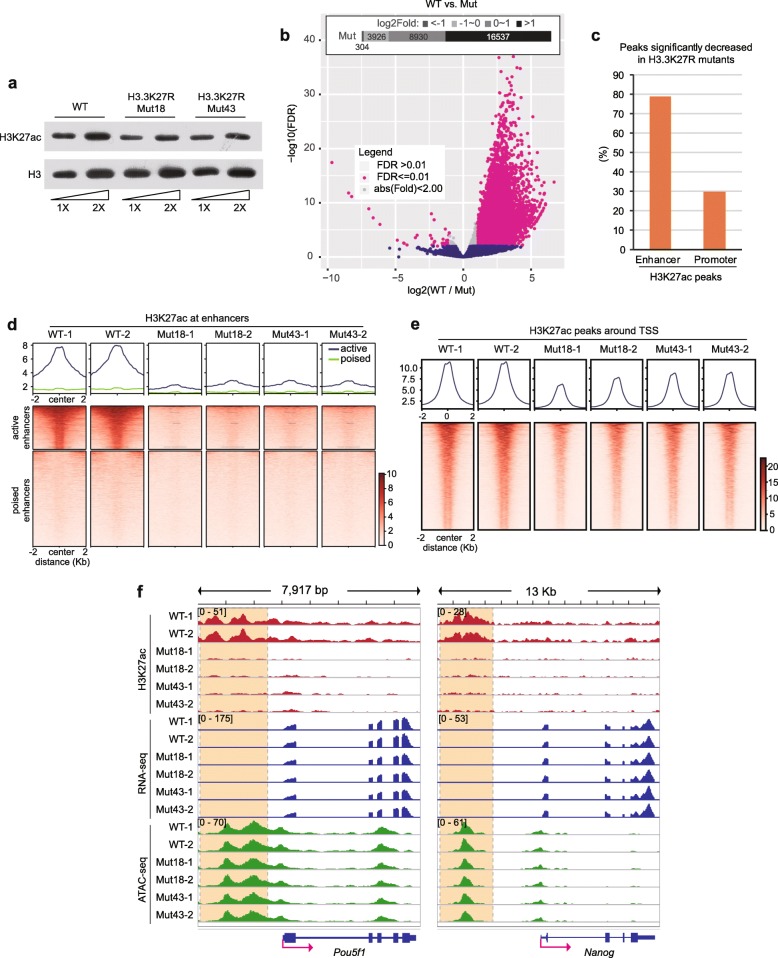
H3K27ac is dramatically decreased at enhancers in H3.3K27R mutant cells. **a** Western blot of H3K27ac from WT and H3.3K27R mutant mouse ESC lines. **b** Volcano plot illustrating the H3K27ac signal changes in H3.3K27R mutant ESCs in comparison with WT ESCs. Inlet diagram representing peak numbers in different categories of fold changes. FDR, false discovery rate. **c** Bar plot of the percentages of significantly decreased H3K27ac peaks at enhancers and promoters, respectively. **d**, **e** H3K27ac signals in WT and H3.3K27R mutant mouse ESC lines at enhancers (**d**) and TSSs (**e**). Upper, averaged profiles of the H3K27ac ChIP-seq signal at enhancers and TSSs, respectively. Lower, heatmap plots of the H3K27ac ChIP-seq signal at enhancers and TSSs, respectively. All biological duplicates are shown. **f** Genome browser representations of H3K27ac ChIP-seq, mRNA-seq, and ATAC-seq in WT and H3.3K27R mutant ESC lines at the *Pou5f1* and *Nanog* loci. Super-enhancer regions of each gene are highlighted with dashed line boxes

We then performed chromatin immunoprecipitation followed by deep sequencing (ChIP-seq) experiments in WT and the two H3.3K27R mutant lines, and all experiments were performed in biological duplicates. H3K27ac occupancy in the mutant lines displayed an extensive genome-wide loss (Additional file 2: Figure S3). We identified 13,037 H3K27ac peaks showing a more than twofold significant reduction in mutant cells, in contrast to only 40 H3K27ac peaks showing a more than twofold significant increase in mutant cells (Fig. 1b). We defined putative enhancers in WT ESCs with H3K4me1 ChIP-seq and observed that approximately 80% of enhancer-overlapping H3K27ac peaks exhibited significantly reduced H3K27ac in mutant lines using a twofold change cut-off, while the ratio was approximately 30% for H3K27ac peaks around promoters (Fig. 1c). These results indicate that we successfully targeted the enhancer H3K27ac level as we had planned. The different effects at enhancers and promoters suggest that H3.3 occupancy around active enhancers should be much higher than that at TSS regions. We analyzed recently published H3.3 ChIP-seq data [27] and indeed confirmed our prediction (Additional file 2: Figure S4).

We then divided all enhancers into active and poised groups according to the H3K27ac signal in WT cells. Strikingly, H3K27ac was almost completely depleted at active enhancers in H3.3K27R mutant ESCs (Fig. 1d). These results suggest that the vast majority of H3K27ac at active enhancers is on H3.3 and not on H3.1 or H3.2. This is consistent with high nucleosome turnover [13, 14] and high H3.3 occupancy ([27], Additional file 2: Figure S4) at enhancers. In contrast, H3K27ac signals around gene transcription start sites (TSSs) were moderately decreased in the mutants (Fig. 1e). H3.3 has been reported to promote the establishment of H3K27me3 at the bivalent promoters of developmentally regulated genes [28]. We mapped the distribution of H3K27me3 by ChIP-seq in WT and H3.3K27R mutant ESC lines and observed that H3K27me3 signals were moderately declined at bivalent regions (Additional file 2: Figure S5a), which could be attributed to the incorporation of the nonmodifiable H3.3K27R mutant histone. On the other hand, the genome-wide distribution of H3K27me3 was mostly unchanged in response to the H3.3K27R mutation (Additional file 2: Figure S5b). We also specifically looked at the enhancers of important pluripotent genes, such as *Pou5f1* (encoding Oct4) and *Nanog*, and observed a substantial reduction in H3K27ac (Fig. 1f).

To evaluate the functional impact of the H3.3K27R mutation on transcription, we performed mRNA-seq in WT and the two mutant lines in biological duplicates. 

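The mRNA-seq data comprised 6 libraries, 2 each from WT J1 cells, a male mouse ESC line, and from the H3.3K27R clones Mut18 and Mut43, in which both genes encoding the histone variant H3.3 were edited. The authors deposited 1 table with the number of reads counted on each of 16263 genes in each library, without normalization. The genes are listed by symbol, and the reference was the mouse genome mm10, the same build as GRCm38, joined to that of Drosophila. The paper's text does not name the aligner, the counting program or the differential test, which it leaves to Additional file 1, not analysed here. The counts summed to 15111140 and 15143998 in WT, 15071780 and 14992756 in Mut18, and 15014430 and 15066518 in Mut43, so depth was nearly equal in the 6 libraries. Replicates of one line differed by more than counting error, with a chi-square of 1.89 to 3.41 per gene, and each library was counted as a separate replicate. From the counts, edgeR's TMM factors were computed, and the 14061 genes that passed edgeR's expression filter at a minimum count of 10 were compared between WT and the mutants with its quasi-likelihood test. On simulated counts with the means and library sizes of these 14061 genes, 187 of 200 genes made to change were recovered, with 5 false calls. The changes made were all well over 2-fold, so recovery of changes near 2-fold was not tested. Far fewer genes were made to change than differed in the data. Reads shared between overlapping genes, or between H3f3a, H3f3b and their pseudogenes, could be split differently by another counting program. The edited genes were expressed in all 6 libraries. H3f3a had 10510 and 10937 normalized counts in WT, 9560 and 9160 in Mut18, and 9330 and 8436 in Mut43, a log2 fold change of -0.23 (standard error 0.044, adjusted p = 0.000160 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). H3f3b, on chromosome 11, whose genes were higher as a set in the mutants, had 12378 and 12398 normalized counts in WT, 11655 and 12026 in Mut18, and 13556 and 13386 in Mut43, a log2 fold change of 0.03 (standard error 0.050, adjusted p = 0.637 from the same edgeR test). Counts per gene do not show which codon a transcript carries.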

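Across the 14061 tested genes, the log2 mean normalized counts of WT and of the mutants, with a pseudocount of 1, had a Pearson r of 0.975. Genes are not independent replicates, so this r describes the 2 profiles and carries no p-value. Single libraries of one line had an r of 0.992 to 0.994 with each other, and libraries of Mut18 and Mut43 an r of 0.993 to 0.994. The 8 pairs of a WT and a mutant library had an r of 0.964 to 0.976, below every pair within a genotype. Per gene, the chi-square between a WT and a mutant library was 20.7 to 28.0, while it was 2.03 to 3.15 between Mut18 and Mut43. Spearman's rho, the alternative that moved the value most, was 0.982, and over all 16263 genes of the table Pearson's r was 0.978.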

Despite the global reduction in H3K27ac in H3.3K27R mutant ESCs, the transcriptome change was minimal; in fact, the *r* value was 0.98 between the WT and mutant cells (Fig. 2a). Although 146 and 391 genes were upregulated or downregulated in H3.3K27R mutant ESCs, respectively (Fig. 2a), and the changes were highly consistent between the two individual H3.3K27R mutant ESC lines (Additional file 2: Figure S6), no obvious relationship was observed between H3K27ac and transcription change (see below). 

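At an adjusted p-value under 0.05 and a change of more than 2-fold, the thresholds of Fig. 2a, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 461 genes upregulated and 794 downregulated in the 4 mutant libraries relative to the 2 WT libraries. With each mutant library left out in turn, 413 to 462 genes were called upregulated and 754 to 850 downregulated. The alternative that moved these counts most was to drop the fold change threshold, which gave 3308 higher and 3441 lower genes. Compared with the second WT library alone, 134 of the 794 downregulated genes were under 2-fold lower, and compared with the first alone 61. Of the 461 upregulated genes, 80 and 74 were under 2-fold higher in the same comparisons.

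Among called genes with a mean of at least 50 normalized counts in one genotype and the same direction in every library, Tex40 and Gpx2 rose most. Gpx2 (chromosome 12 of GRCm38, 76792333 to 76795554) went from 56.7 ± 0.154 normalized counts in WT (SD, n = 2) to 360.4 ± 35.7 in the mutants (SD, n = 4), a log2 fold change of 2.66 (standard error 0.14, adjusted p = 1.23e-12, edgeR with Benjamini-Hochberg adjustment). Tex40, whose symbol has no unambiguous place in the annotation, had a log2 fold change of 2.84, Pnma5 of 2.52, Grin1 of 2.51 and Lgals9 of 2.46. Of the genes that fell most, Mirg, AF357359, Meg3 and Rian are neighbouring noncoding RNA genes of the Dlk1-Dio3 region on chromosome 12. Meg3 (109541001 to 109571726) went from 3036 ± 16.7 normalized counts in WT (SD, n = 2) to 160.2 ± 17.0 in the mutants (SD, n = 4), a log2 fold change of -4.24 (standard error 0.068, adjusted p = 6.27e-22, edgeR with Benjamini-Hochberg adjustment). The log2 fold change was -4.23 for Rian, -4.69 for Mirg and -4.26 for AF357359, which lies inside Rian and could share its reads. For Grb10 on chromosome 11 (11930508 to 12038683) it was -3.98. Lgals9 also lies on chromosome 11, where the median log2 fold change of the 936 genes with a mean of at least 50 normalized counts was 0.39.

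Taken one clone at a time, with the spread shared among the 3 lines, 392 genes were upregulated and 666 downregulated in Mut18, and 491 and 957 in Mut43. Of the 1255 genes called over both clones, 928 passed the thresholds in each. The log2 fold changes of the clones had an r of 0.947 across the 14061 genes. Both comparisons use the same WT libraries, and unchanged groups simulated against these libraries gave an r of 0.493. With a different WT library for each clone, r was 0.815 or 0.822, against 9.2e-05 for unchanged groups simulated with separate WT libraries. Tested directly against each other with edgeR, Mut18 and Mut43 differed in 46 genes at an adjusted p-value under 0.05 (1198 at an unadjusted p under 0.05), and 1 of these, Wdr77, differed by more than 2-fold.

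**Figure D1:**
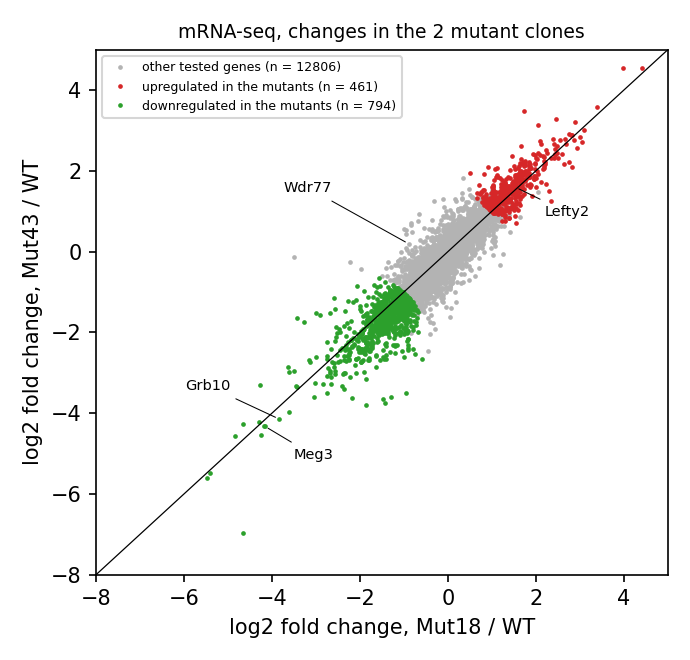
Log2 fold change of each of the 14061 tested genes in Mut18 (x axis) and in Mut43 (y axis) relative to WT, n = 2 libraries per line. Red points are the 461 upregulated and green points the 794 downregulated genes over both clones, and the line marks equal changes.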

To define the target genes of active enhancers, we applied an activity-by-contact model to predict enhancer-gene connections in the WT mouse ESCs [29]. We associated 8911 genes with H3K27ac-marked active enhancers and observed only 53 upregulated and 195 downregulated genes in H3.3K27R mutant ESCs (Fig. 2b). Moreover, H3K27ac at enhancers of both the upregulated and downregulated genes was decreased (Fig. 2c). Similar events were observed for H3K27ac peaks around TSSs and their associated genes (Fig. 2d, e). 

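A gene that passes no threshold is not thereby shown to be unchanged, so the 95% confidence interval of each log2 fold change between WT (n = 2) and the mutants (n = 4) was also examined. For 11118 of the 14061 tested genes (79.1%) the interval lay within a 2-fold change in either direction. For 486 genes it lay wholly beyond 2-fold, and for 2457 it included a 2-fold change. On simulated counts such intervals contained the true value for 94.98% of genes. The median absolute log2 fold change was 0.23, and 74.9% of the genes changed by less than 0.5 on the log2 scale. At an adjusted p-value under 0.05 in edgeR with Benjamini-Hochberg adjustment, 6749 genes (48.0%) differed between WT and the mutants, of which 5494 changed by less than 2-fold. The mutant libraries came from 2 clones and the WT libraries from the unedited J1 line. These intervals and p-values measure spread between libraries, not between independently derived lines. A difference particular to these lines therefore counts here as one between WT and mutants.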

Our results indicate that gene transcription is not sensitive to the dramatic decrease in H3K27ac at gene enhancers. Moreover, even though H3K27ac was greatly reduced at the enhancer regions of *Pou5f1* and *Nanog*, no transcriptional changes were observed in the mutant ESCs (Fig. 1f).

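Pou5f1, which lies on chromosome 17 of GRCm38 from 35506018 to 35510772, had 12453 ± 510.3 normalized counts in WT (SD, n = 2) and 10293 ± 251 in the mutants (SD, n = 4). Its log2 fold change was -0.27 (95% confidence interval -0.35 to -0.20, adjusted p = 4.22e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was lower in every mutant library than in both WT libraries. Nanog, on chromosome 6 from 122707489 to 122714633, had 4601 ± 24.9 normalized counts in WT (SD, n = 2) and 5280 ± 53.7 in the mutants (SD, n = 4). Its log2 fold change was 0.20 (95% confidence interval 0.12 to 0.28, adjusted p = 0.000165 from the same edgeR test), with every mutant library above both WT libraries. Both differences exceeded the spread between replicates, and both intervals lay within a 2-fold change. Leaving out each library in turn kept the log2 fold change of Pou5f1 between -0.32 and -0.23 and that of Nanog between 0.19 and 0.21. The clones did not differ from each other at either gene (adjusted p = 0.987 for Pou5f1 and 0.959 for Nanog, edgeR with Benjamini-Hochberg adjustment). The paper reports that H3K27ac, which was not analysed here, fell at the enhancers of both upregulated and downregulated genes, and states that transcription is not sensitive to that fall.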

**Fig. 2:**
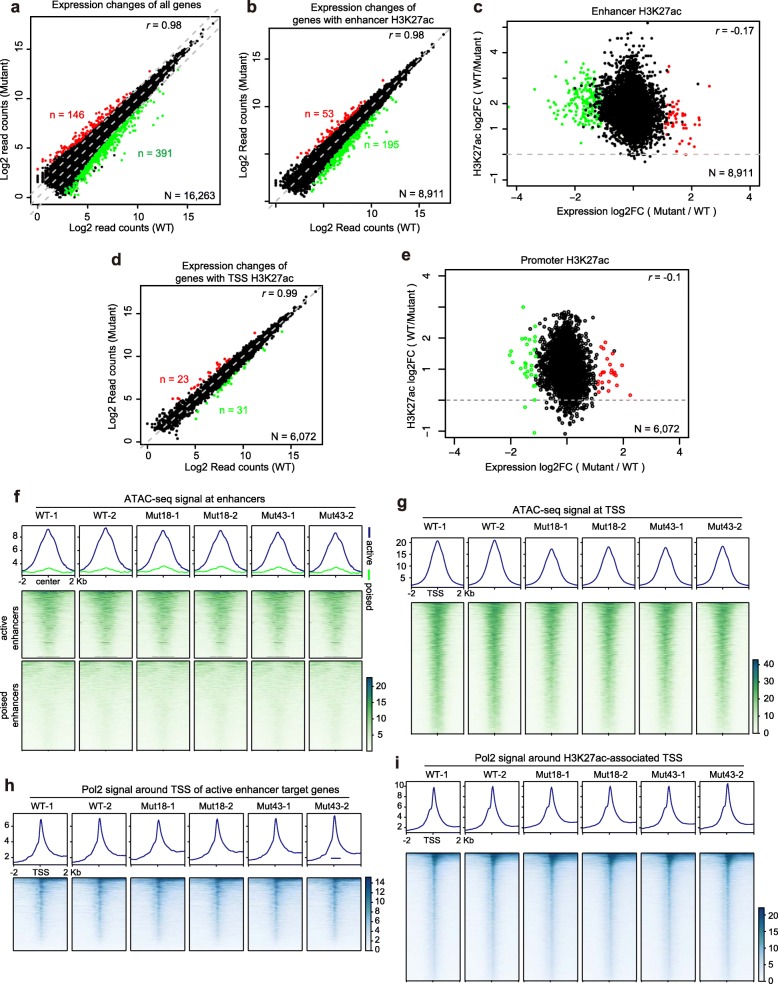
Transcriptome and enhancer identity are maintained in H3.3K27R mutant ESCs. **a** Dot plot depicting the transcriptional changes in all genes in H3.3K27R mutant ESCs compared to WT ESCs. Genes upregulated twofold with an FDR < 0.05 are shown in red. Genes downregulated twofold with an FDR < 0.05 are shown in green. **b** Dot plot depicting the transcriptional changes in genes associated with H3K27ac-occupied enhancers in H3.3K27R mutant ESCs compared to WT ESCs. **c** Dot plot revealing the relationship between transcriptional changes in genes associated with H3K27ac-occupied enhancers and H3K27ac ChIP-seq signal changes in H3.3K27R mutant ESCs compared to WT ESCs. **d** Dot plot depicting the transcriptional changes in genes associated with H3K27ac at TSSs in H3.3K27R mutant ESCs compared to WT ESCs. **e** Dot plot revealing the relationship between transcriptional changes in genes associated with H3K27ac at TSSs and H3K27ac ChIP-seq signal changes in H3.3K27R mutant ESCs compared to WT ESCs. **f**, **g** ATAC-seq signals in WT and H3.3K27R mutant mouse ESC lines at enhancers (**f**) and H3K27ac-occupied TSSs (**g**). Upper, averaged profiles of ATAC-seq signals at enhancers and H3K27ac-occupied TSSs, respectively. Lower, heatmap plots of ATAC-seq signals at enhancers and H3K27ac-occupied TSSs, respectively. All biological duplicates are shown. **h, i** RNA Pol II signals in WT and H3.3K27R mutant ESC lines around the TSSs of genes associated with distal active enhancers (**h**) and around TSSs overlapped with H3K27ac peaks (**i**). Upper, averaged profiles of the RNA Pol II signals in each group. Lower, heatmap plots of the RNA Pol II signals in each group

The activity-by-contact model outperformed other methods in predicting enhancer-gene connections [29], but the predicted associations are still not unequivocal. Super enhancers encompass large chromatin domains and harbor enormous amounts of H3K27ac and are associated with pluripotency genes in mouse ESCs [30]. The associations between super enhancers and their target genes are much more clearly defined in mouse ESCs. Therefore, we specifically examined super enhancer-associated genes, although H3K27ac levels were dramatically decreased at the super enhancers, few transcriptional changes occurred (Additional file 2: Figure S7). 

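Lefty2, on chromosome 1 of GRCm38 from 180893108 to 180899103, encodes an inhibitor of Nodal signaling. It had 2346 ± 86.6 normalized counts in WT (SD, n = 2) and 6956 ± 213 in the mutants (SD, n = 4), a log2 fold change of 1.57 (95% confidence interval 1.48 to 1.66, adjusted p = 5.15e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fam25c, on chromosome 14 from 34351881 to 34355433, had 160.5 ± 19.8 normalized counts in WT (SD, n = 2) and 538 ± 51.8 in the mutants (SD, n = 4), a log2 fold change of 1.75 (95% confidence interval 1.52 to 1.97, adjusted p = 3.33e-11 from the same edgeR test). These were 2.97-fold and 3.35-fold rises. Mut18 and Mut43 rose alike, by 1.53 and 1.60 on the log2 scale for Lefty2 and by 1.66 and 1.82 for Fam25c. The list of genes assigned to super enhancers was not analysed here, so the other genes of that list are not reported.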

Only two genes, *Lefty2* and *Fam25c*, exhibited mild upregulation, and none of the genes exhibited significant downregulation (Additional file 2: Figure S7b, S7c). These results again indicate that H3K27ac is not functionally required for transcription, even for genes associated with super enhancers, in mouse ESCs.

To offer an explanation, we analyzed other features of enhancers in H3.3K27R mutant ESCs. H3K4me1 showed a mild decrease at enhancers and around H3K27ac-enriched TSSs (Additional file 2: Figure S8). Chromatin accessibility as determined by the amount of transposase-accessible chromatin with high-throughput sequencing (ATAC-seq) revealed that the open state of enhancers and TSSs remained largely unchanged in H3.3K27R mutant ESCs (Fig. 2f, g), suggesting that enhancer identities in mouse ESCs are well maintained. Similarly, H3K4me3 was well maintained at H3K27ac-occupied TSSs in H3.3K27R mutant ESCs (Additional file 2: Figure S9). 

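ATAC-seq, in which the transposase Tn5 cuts and tags open chromatin, was run on 2 libraries each of WT, Mut18 and Mut43 cells. The authors deposited a list of peaks called separately for each library, with a fold enrichment and a -log10 q for each peak, and every peak listed had a -log10 q above 6. The paper's text does not name the peak caller, the shift of read ends for the Tn5 cut or the treatment of duplicate reads. The lists hold 78536 and 67416 peaks in WT, 63588 and 69811 in Mut18, and 68631 and 65799 in Mut43 on chromosomes 1 to 19, X and Y. The peaks of the first WT library cover 33392097 bp, and those of the other 5 libraries 22634778 to 25603392 bp. Peak lists do not carry the number of reads, the paper leaves sequencing depth to Additional file 3, not analysed here, and an absent peak means only that the library did not pass the authors' threshold there. Peaks that overlapped by at least 1 bp in any of the 6 libraries were merged into 89596 regions, of which 62202 had a peak in both WT libraries and are called WT regions here. The H3K27ac peaks that define the enhancers of Fig. 2f and TSSs of Fig. 2g were not analysed, so all regions and all annotated protein-coding TSSs were used.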

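Of the 62202 WT regions, 86.0% and 90.1% had a peak in the 2 Mut18 libraries and 89.0% and 86.8% in the 2 Mut43 libraries. All 4 mutant libraries had a peak at 78.7% of them and at least 1 at 95.3%. The alternative that moved the share with a peak in all 4 most, leaving out the second WT library, gave 65.3%. Among the 17617 WT regions within 1000 bp of a TSS, 87.4% had a peak in all 4 mutant libraries, and among the 44585 distal ones 75.3%. A peak lay within 500 bp of 53.5% and 51.2% of the 93459 protein-coding TSSs in WT, 49.0% and 50.7% in Mut18, and 50.3% and 49.4% in Mut43. Every mutant share lay below both WT shares, by less than the gap between the WT libraries where the second WT library is the one compared.

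The overlap of whole lists, as the bases shared by a pair of lists over those in either (Jaccard index), was 0.694 to 0.720 for replicates of one line, 0.714 to 0.731 for Mut18 with Mut43, and 0.610 to 0.689 for WT with mutant. The mean within genotypes was 0.716 and that between them 0.655. The difference of 0.0600 was the largest of the 15 splits of the libraries into 2 and 4 (exact permutation test, one-sided, p = 0.0667, the smallest p that this design allows). The index also depends on list length. Pairs of a mutant with the first WT library, whose peaks cover the most bases, had 0.610 to 0.660. Pairs with the second had 0.670 to 0.689, against 0.694 for the WT replicates. With the same number of peaks from each library the difference was 0.0576, and without the first WT library 0.0404.

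**Figure D2:**
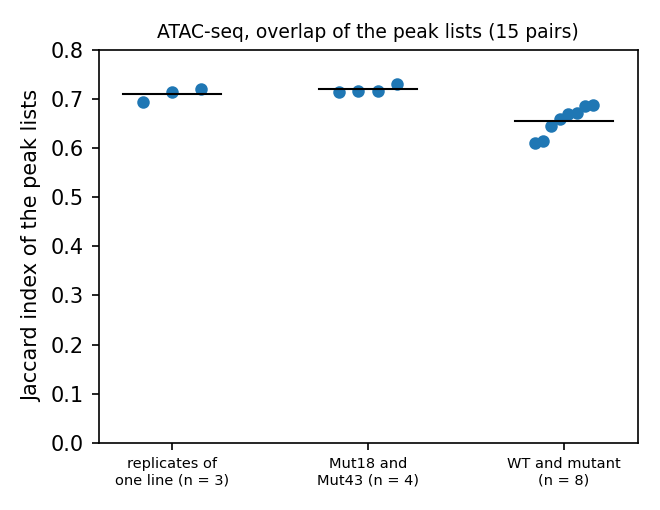
Jaccard index of the peak lists for the 15 pairs of ATAC-seq libraries, in 3 kinds of pair (3 pairs of replicates of one line, 4 of Mut18 with Mut43 and 8 of WT with mutant). Each point is a pair and each line the mean, and the WT with mutant pairs sit lowest, from 0.610 to 0.689. Those from 0.610 to 0.660 hold the first WT library, which has the longest list.

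Within 10 kb of Pou5f1, all 4 regions had a peak in every library. Within 10 kb of Nanog, 3 of 4 regions did, and the other, on chromosome 6 of GRCm38 from 122720023 to 122720320, had a peak in the 4 mutant libraries and in neither WT library. Around Lefty2, 4 of 5 regions had a peak in every library, and around Fam25c 3 of 5. A peak in both WT libraries and no mutant library was found at 2913 regions, and one in all 4 mutant libraries and neither WT library at 657. The first WT library, with the longest list, weighs on these counts, and with 63588 peaks taken from every library they were 1872 and 1253. From the averaged ATAC-seq signals of Fig. 2f and 2g, the paper proposes that the identity of enhancers is maintained in the mutant cells.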

Multiple lysine residues can be acetylated, and these acetylation events, such as H3K9ac, H3K18ac, H3K23ac, H3K122ac, and histone H4 acetylation, tend to be coenriched. ChIP-seq profiling of H3K9ac, H3K18ac, H3K122ac, H4K5ac, and H4K8ac in WT and H3.3K27R mutant ESCs showed that these acetylation events were generally unchanged or only mildly affected at enhancers and TSSs (Additional file 2: Figure S10). Lysine acetylation events neutralize positive charges on histone tails, attenuate the interaction between histone tails and DNA, and lead to chromatin opening [31]. H3K27ac is catalyzed by cyclic AMP response element-binding protein (CBP) and its paralogous protein P300, which also catalyze acetylation at many other histone lysine residues [32–34]. Therefore, a synergistic action by multiple acetylation events at these different residues is much more crucial for transcription than acetylation at a solo site, such as H3K27. Consistently, RNA Pol II occupancy was unaltered around the TSSs (Fig. 2h, i), reflecting globally undisturbed transcription initiation.

Among multiple histone lysine acetylation sites, H3K27ac is specifically utilized as a marker for active enhancers. Using chromatin accessibility as a proxy for promoter and enhancer activity, we analyzed the correlations between each individual acetylation ChIP-seq and ATAC-seq signals at promoters and enhancers. Pearson correlation revealed that indeed H3K27ac is the best marker associated with active enhancer, but acetylation events at other lysine residues also display positive correlations with enhancer accessibility (Additional file 2: Figure S11).

## Conclusions

Our results clearly indicate that the depletion of H3K27ac does not affect enhancer activity in mouse ESCs, whether it may have a stronger impact in other cells types such as somatic cells and cancer cells can be addressed using the same approach in future.

H3K27ac is and remains to be the best marker for enhancer indication. However, the depletion of H3K27ac at enhancer regions does not affect chromatin accessibility, gene transcription, and self-renewal of mouse ESCs. Therefore, maintenance of enhancer activity does not solely depend on H3K27ac; instead, H3K27ac has to work in concert with acetylation events on other histone lysine residues.

## Methods

### Cell culture and editing

J1 mouse ES cells [35] were cultured in standard ES medium in the presence of feeder cells. Prior to harvesting, ESCs were cultured under the feeder-free condition for two passages to remove feeder cells.

Gene editing was performed with CRISPR-Cas9 gene editing technology. 

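The editing sites were placed on GRCm38 by matching each guide to the genome. The lysine 27 codon of H3f3a is AAG at 180811843 to 180811845 of chromosome 1, on the minus strand. One H3f3a guide matches the plus strand at 180812593 to 180812612 beside the motif CGG, in an intron, and its cut lies 764 bp from the codon. The other matches the plus strand at 180811499 to 180811518 beside GGG, also in an intron, and its cut lies 327 bp from the codon, so the cuts flank it. The lysine 27 codon of H3f3b is AAA at 116023926 to 116023928 of chromosome 11, on the minus strand. One H3f3b guide matches the plus strand at 116023940 to 116023959 beside GGG, in an exon, with its cut 28 bp from the codon, within the reference sequence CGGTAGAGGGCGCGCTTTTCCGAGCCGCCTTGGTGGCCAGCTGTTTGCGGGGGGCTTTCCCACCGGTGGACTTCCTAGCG. The other matches the minus strand at 116023907 to 116023926 beside GGG, in an exon, with its cut 16 bp from the codon. Both H3f3a guides have 1 perfect match in the genome and both H3f3b guides have 2. The second match of the first H3f3b guide, on chromosome 3 from 104753069 to 104753088, lies in the pseudogene Gm6485 beside GGG. That of the second, from 104753035 to 104753054 in the same pseudogene, lies beside GTG, which is not an NGG motif.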

Each gene was targeted by two sgRNAs: *H3f3a*: 5′-GCTTAATTAGCGCTCGACAC-3′, 5′-TACTAGTTGACTATACTAGA-3′; *H3f3b*: 5′-TGGTGGCCAGCTGTTTGCGG-3′, 5′-AAGCGCGCCCTCTACCGGCG-3′. Detailed strategies are presented in Additional file 1.

### ChIP-seq

ChIP experiments were performed as described previously [36] with minor modifications. In brief, cells were cross-linked with 1% formaldehyde for 9 min at room temperature. For RNA Pol II ChIP, cells were pre-cross-linked with 0.2 mM disuccinimidyl glutarate (DSG; ProteoChem, c1104) for 30 min at room temperature. Chromatin shearing was assisted with additional 0.1% sodium deoxycholate (0.5% for dual cross-linked samples). Adequate antibodies as indicated in the manufacturers’ instructions were used for precipitations. Library construction for deep sequencing was performed with KAPA Hyper Prep Kit (KAPA, KK8504) according to the manufacturers’ instructions.

### Antibodies

Antibodies against histone H3 (Abcam, ab1791), H3.3 (Millipore, 09-838), H3K4me1 (Active Motif, 39297), H3K4me3 (Millipore, 07-473), H3K9ac (Abcam, ab4441), H3K18ac (Active Motif, 39755), H3K27ac (Active Motif, 39133), H3K27me3 (Cell Signaling, 9733S), H3K122ac (Abcam, ab33309), histone H4 (ABclonal, A1131), H4K5ac (Active Motif, 39699), H4K8ac (Active Motif, 61103), and RNA Pol II (Active Motif, 39097) were obtained commercially.

### Sequencing and bioinformatic analysis

ChIP-seq and ATAC-seq libraries were sequenced (PE150) with Illumina NovaSeq 6000 (see Additional file 3: Table S1). mRNA-seq libraries were sequenced with the MGIDEQ-2000 (PE150) (see Additional file 3: Table S3). Mouse genome sequences (mm10) and *Drosophila* genome sequences (dm6) were concatenated to be used as the reference genome. H3.3 ChIP-seq data were downloaded from GEO database under the accession number of GSE117035 [27]. Please see Additional file 1 for the detailed data analysis strategies.

## Supplementary information

Additional file 1. Methods and supplementary references.

Additional file 2: **Figure S1.** Strategy for CRISPR-Cas9-mediated gene editing at *H3f3a* and *H3f3b* loci. **Figure S2.** H3.3K27R mutation does not affect the H3.3 protein level and pluripotent state of ESCs. **Figure S3.** Genome-wide decrease in H3K27ac levels in individual H3.3K27R mutant mouse ESC lines. **Figure S4.** Averaged profiles of H3.3 at active enhancers and H3K27-occupied promoters in mouse ESCs. **Figure S5.** H3.3K27R mutation does not affect the genome-wide distribution of H3K27me3 in mouse ESCs. **Figure S6.** Heatmap clustering of differentially expressed genes in WT and H3.3K27R mutant mouse ESC lines. **Figure S7.** H3.3K27R mutation does not affect the transcription of genes associated with super enhancers in mouse ESCs. **Figure S8.** H3K4me1 distribution at enhancers and H3K27ac-occupied promoters in WT and H3.3K27R mutant ESC lines. **Figure S9.** H3K4me3 distribution at H3K27ac-occupied promoters in WT and H3.3K27R mutant ESC lines. **Figure S10.** Averaged profiles of H3K9ac, H3K18ac, H3K122ac, H4K5ac, and H4K8ac at enhancers and H3K27ac-occupied promoters in WT and H3.3K27R mutant ESC lines. **Figure S11.** Barplots show Pearson correlation coefficients between ChIP-seq signal of histone acetylation and chromatin accessibility (ATAC-seq signal).

Additional file 3: **Table S1.** Sequencing depth and mapping efficiency of ChIP-seq and ATAC-seq experiments. **Table S2.** Peak numbers called in ATAC-seq and ChIP-seq experiments. **Table S3.** Stats for mRNA-seq experiments. Table S4 Sequences of DNA oligos used in this study.

Additional file 4. Review history.

## References

[1] Serfling E, Jasin M, Schaffner W (1985). Enhancers and eukaryotic gene transcription. Trends Genet.

[2] Calo E, Wysocka J (2013). Modification of enhancer chromatin: what, how, and why?. Mol Cell.

[3] Heintzman ND, Stuart RK, Hon G, Fu Y, Ching CW, Hawkins RD (2007). Distinct and predictive chromatin signatures of transcriptional promoters and enhancers in the human genome. Nat Genet.

[4] Heintzman ND, Hon GC, Hawkins RD, Kheradpour P, Stark A, Harp LF (2009). Histone modifications at human enhancers reflect global cell-type-specific gene expression. Nature..

[5] Wang Z, Zang C, Rosenfeld JA, Schones DE, Barski A, Cuddapah S (2008). Combinatorial patterns of histone acetylations and methylations in the human genome. Nat Genet.

[6] Creyghton MP, Cheng AW, Welstead GG, Kooistra T, Carey BW, Steine EJ (2010). Histone H3K27ac separates active from poised enhancers and predicts developmental state. Proc Natl Acad Sci U S A.

[7] Lavarone E, Barbieri CM, Pasini D (2019). Dissecting the role of H3K27 acetylation and methylation in PRC2 mediated control of cellular identity. Nat Commun.

[8] Mito Y, Henikoff JG, Henikoff S (2005). Genome-scale profiling of histone H3.3 replacement patterns. Nat Genet.

[9] Goldberg AD, Banaszynski LA, Noh K-M, Lewis PW, Elsaesser SJ, Stadler S (2010). Distinct factors control histone variant H3.3 localization at specific genomic regions. Cell..

[10] Chen P, Zhao J, Wang Y, Wang M, Long H, Liang D (2013). H3.3 actively marks enhancers and primes gene transcription via opening higher-ordered chromatin. Genes Dev.

[11] Huang C, Zhang Z, Xu M, Li Y, Li Z, Ma Y (2013). H3.3-H4 tetramer splitting events feature cell-type specific enhancers. PLoS Genet.

[12] Huang C, Zhu B (2014). H3.3 turnover: a mechanism to poise chromatin for transcription, or a response to open chromatin?. Bioessays..

[13] Kraushaar DC, Jin W, Maunakea A, Abraham B, Ha M, Zhao K (2013). Genome-wide incorporation dynamics reveal distinct categories of turnover for the histone variant H3.3. Genome Biol.

[14] Deaton AM, Gomez-Rodriguez M, Mieczkowski J, Tolstorukov MY, Kundu S, Sadreyev RI et al. Enhancer regions show high histone H3.3 turnover that changes during differentiation. eLife. 2016;5:e15316.10.7554/eLife.15316PMC496526327304074

[15] Chow Cheok‐Man, Georgiou Andrew, Szutorisz Henrietta, Maia e Silva Alexandra, Pombo Ana, Barahona Isabel, Dargelos Elise, Canzonetta Claudia, Dillon Niall (2005). Variant histone H3.3 marks promoters of transcriptionally active genes during mammalian cell division. EMBO reports.

[16] Dunleavy EM, Almouzni G, Karpen GH (2011). H3.3 is deposited at centromeres in S phase as a placeholder for newly assembled CENP-A in G(1) phase. Nucleus.

[17] Tagami H, Ray-Gallet D, Almouzni G, Nakatani Y (2004). Histone H3.1 and H3.3 complexes mediate nucleosome assembly pathways dependent or independent of DNA synthesis. Cell..

[18] Ray-Gallet D, Woolfe A, Vassias I, Pellentz C, Lacoste N, Puri A (2011). Dynamics of histone H3 deposition in vivo reveal a nucleosome gap-filling mechanism for H3.3 to maintain chromatin integrity. Mol Cell.

[19] McKittrick E, Gafken PR, Ahmad K, Henikoff S (2004). Histone H3.3 is enriched in covalent modifications associated with active chromatin. Proc Natl Acad Sci USA.

[20] Hake SB, Garcia BA, Duncan EM, Kauer M, Dellaire G, Shabanowitz J (2006). Expression patterns and post-translational modifications associated with mammalian histone H3 variants. J Biol Chem.

[21] Loyola A, Bonaldi T, Roche D, Imhof A, Almouzni G (2006). PTMs on H3 variants before chromatin assembly potentiate their final epigenetic state. Mol Cell.

[22] Hodl M, Basler K (2009). Transcription in the absence of histone H3.3. Curr Biol.

[23] Sakai A, Schwartz BE, Goldstein S, Ahmad K (2009). Transcriptional and developmental functions of the H3.3 histone variant in Drosophila. Curr Biol.

[24] Jang CW, Shibata Y, Starmer J, Yee D, Magnuson T (2015). Histone H3.3 maintains genome integrity during mammalian development. Genes Dev.

[25] Leatham-Jensen M, Uyehara CM, Strahl BD, Matera AG, Duronio RJ, McKay DJ (2019). Lysine 27 of replication-independent histone H3.3 is required for Polycomb target gene silencing but not for gene activation. PLoS Genet.

[26] Martire S, Gogate AA, Whitmill A, Tafessu A, Nguyen J, Teng YC (2019). Phosphorylation of histone H3.3 at serine 31 promotes p300 activity and enhancer acetylation. Nat Genet.

[27] Wang Y, Long H, Yu J, Dong L, Wassef M, Zhuo B (2018). Histone variants H2A.Z and H3.3 coordinately regulate PRC2-dependent H3K27me3 deposition and gene expression regulation in mES cells. BMC Biol.

[28] Banaszynski LA, Wen D, Dewell S, Whitcomb SJ, Lin M, Diaz N (2013). Hira-dependent histone H3.3 deposition facilitates PRC2 recruitment at developmental loci in ES cells. Cell..

[29] Fulco CP, Nasser J, Jones TR, Munson G, Bergman DT, Subramanian V (2019). Activity-by-contact model of enhancer-promoter regulation from thousands of CRISPR perturbations. Nat Genet.

[30] Whyte WA, Orlando DA, Hnisz D, Abraham BJ, Lin CY, Kagey MH (2013). Master transcription factors and mediator establish super-enhancers at key cell identity genes. Cell..

[31] Eberharter A, Becker PB (2002). Histone acetylation: a switch between repressive and permissive chromatin. Second in review series on chromatin dynamics. EMBO Rep.

[32] Bannister AJ, Kouzarides T (1996). The CBP co-activator is a histone acetyltransferase. Nature..

[33] Ogryzko VV, Schiltz RL, Russanova V, Howard BH, Nakatani Y (1996). The transcriptional Coactivators p300 and CBP are histone Acetyltransferases. Cell..

[34] Sen P, Lan Y, Li CY, Sidoli S, Donahue G, Dou Z (2019). Histone acetyltransferase p300 induces de novo super-enhancers to drive cellular senescence. Mol Cell.

[35] Yin Y, Yan P, Lu J, Song G, Zhu Y, Li Z (2015). Opposing roles for the lncRNA haunt and its genomic locus in regulating HOXA gene activation during embryonic stem cell differentiation. Cell Stem Cell.

[36] Xiong J, Zhang Z, Chen J, Huang H, Xu Y, Ding X (2016). Cooperative action between SALL4A and TET proteins in stepwise oxidation of 5-methylcytosine. Mol Cell.

[37] Zhang T, Zhang Z, Dong Q, Xiong J, Zhu B. The role of histone H3K27 acetylation for enhancer activity in embryonic stem cells. GSE141525. Gene Expression Omnibus. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE141525 (2020). Accessed 9 Feb 2020.

How the deposited data were processed for this re-analysis (not part of the article)

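The study's processed data used here are 1 count table from mRNA-seq and 6 peak lists from ATAC-seq, each with 2 libraries of WT J1 mouse ESCs, 2 of the H3.3K27R clone Mut18 and 2 of Mut43. Samples were assigned to line and replicate from the titles given with the deposited data, and all 6 columns of the count table matched such a title. The ChIP-seq and other samples of the study were not analysed here, and neither were Additional files 1 to 3, which hold the detailed analysis strategy.

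For mRNA-seq, the authors deposited whole-number read counts per gene, without normalization. Libraries were sequenced as paired ends, and the reference was mm10 joined to the Drosophila genome dm6. The paper's text does not name the aligner, the counting program, the gene annotation or the differential test. The table lists 16263 genes by symbol, with totals from 14992756 to 15143998 counts per library (median 15069149). Nothing read here explains why the totals lie so close together. Some symbols had been turned into dates by a spreadsheet. Symbols were matched to the GENCODE annotation of GRCm38 for coordinates, 15644 directly, 478 by an older symbol and 82 through RefSeq, and 59 were left without a place.

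For ATAC-seq, the authors deposited the peaks of each library with a fold enrichment over background, a -log10 p and a -log10 q for each peak, and replicates were not pooled. The fold enrichment and -log10 q values are the authors' and were used only to describe or rank peaks within a list. The lists carry no read numbers, and the paper gives sequencing depth in Additional file 3, which was not analysed here. The annotation used is of the same build as mm10, and peaks outside chromosomes 1 to 19, X and Y were left out.

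The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by edgeR's expression filter (minimum count 10, minimum total count 15), normalized by TMM and tested by edgeR's quasi-likelihood F-test, WT (n = 2) against mutants (n = 4), with Benjamini-Hochberg adjustment. A gene was called changed at an adjusted p-value under 0.05 and a log2 fold change beyond 1 in size, as in the legend of Fig. 2a. Each clone against WT, and the clones against each other, were tested in a fit with 3 groups. Confidence intervals at 95% used the standard error of the log2 fold change and the degrees of freedom of the fit. Lists of marker genes were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01. The whole procedure was tested on simulated counts, where 93.5% of 200 changed genes among 14061 were recovered and 5 other genes were called, and where the comparison of Mut18 with Mut43 gave 2 false calls among 14061 unchanged genes. The simulated changes were all well over 2-fold, so recovery near the threshold was not tested. With 2 WT libraries, the level in WT rests on few cultures. Intervals and p-values reflect the spread between libraries only, not between independently derived lines.

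ATAC-seq peaks were merged into regions where they overlapped by at least 1 bp. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 was used for overlaps, Jaccard indices, exact permutation tests and Fisher's exact tests, and the counting of regions was tested on 4000 simulated regions, of which all 300 WT-only and 100 mutant-only ones were found. A region was called proximal within 1000 bp of a TSS. Changed genes were compared with other tested genes for a region within 50 kb of a TSS. Guide sequences were searched in GRCm38 on both strands.

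Most genes named in the text were fixed by a rule. They are the genes the paper names, the 5 upregulated and 5 downregulated genes with the largest log2 fold change among called genes with a mean of at least 50 normalized counts in one genotype and one direction in every library, the members of a marker list whose result is reported, and the 3 genes in each direction with the lowest p-value between the clones. The 3 WT-only and 3 mutant-only regions with the strongest peaks are also named. The genes of the imprinted and adipocyte lists, Fabp4, Cd36, Car3 and Lpl, the other genes of the Dlk1-Dio3 region and the neighbours of Wdr77 (Ddx20, Rap1a, Ovgp1 and Pifo) fall outside the rule and were chosen after their values were seen. The rules, the marker lists of ESC states, fibroblasts, developmental families and Y-linked genes, and most alternatives were set before the data were examined. So were the tests, except those stated below to have been chosen after the results had been seen. The alternatives were DESeq2 1.42.0, other normalizations, other filters on low counts, other thresholds, a replicate term, each clone alone, each replicate left out in turn, other pseudocounts and rank correlation, other gene set tests, and for ATAC-seq other numbers of peaks, thresholds, overlaps and windows. Shrunken fold changes in DESeq2, removal of GC or length trends, a requirement of a 2-fold change in every mutant library and a minimum -log10 q of 10 were added after the data had been seen. The medians by chromosome were set to cover all tested genes. A minimum mean of 50 normalized counts was put in when they were computed, and the medians over all tested genes were added later.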

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

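The tests of the genes between the guide match and Wdr77, of the GC trend on chromosome 11 and of batches were chosen after the results had been seen.

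The genes of chromosome 11 were higher in both mutant clones, a signal outside the genes the paper discusses. The median log2 fold change of the 936 genes with a mean of at least 50 normalized counts was 0.385876, a 1.31-fold rise, with 0.38 in Mut18 and 0.38 in Mut43 and -0.01 between the WT replicates. The other autosomes had medians between -0.07 and 0.07 in each clone. Over all 1187 tested genes of chromosome 11, the set named before the data were examined, the medians were 0.38 and 0.38, and the other autosomes lay between -0.08 and 0.06. Chromosome X lay below the autosomes, at -0.11 in Mut18 and -0.13 in Mut43 (-0.13 and -0.17 over all tested genes), and its share of ATAC-seq peaks was lower in every mutant library than in both WT libraries (ratio of the means 0.923). The same order of ATAC-seq shares held on several other chromosomes, among them 1 (ratio 0.96) and 3 (ratio 0.95). A larger share on chromosome 11 also lowers the shares of the others. A cause for the smaller shift of chromosome X was not tested. On chromosome 11, 85.5% of the genes were higher in both clones, against 42.3% on the other autosomes, and 95 of the 461 upregulated genes (20.6%) lay there. A GC bias between libraries is argued against, since the median was still 0.37 after a GC trend was removed. Handling of the WT and mutant mRNA-seq libraries in different batches is argued against too, since the separately made ATAC-seq libraries had 1.16 times the share of peaks on chromosome 11 in the mutants. An extra copy of the chromosome in part of the mutant cells predicts a rise in every segment and a larger share of ATAC-seq peaks. The lowest median of the 7 segments of 20 Mb in either clone was 0.32, and chromosome 11 held 8.29% to 8.34% of the peaks in the mutant libraries against 7.17% and 7.19% in WT. These values are in line with an extra copy in part of the cells of both clones. The lines are compared only with each other, so a loss in the WT cells is not separated from a gain in the mutants, and copy number was not measured. H3f3b, Lgals9 and Grb10 lie on this chromosome.

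Noncoding RNAs of the Dlk1-Dio3 region on chromosome 12, which the paper does not discuss, fell in both clones, with log2 fold changes of -4.6946 for Mirg, -4.2642 for AF357359, -4.2427 for Meg3 and -4.2289 for Rian. Every mutant library was below both WT libraries. The protein-coding Dlk1 and Dio3 had log2 fold changes of -0.85 and -1.20. Loss of a copy of distal chromosome 12 is argued against, since the 42 tested genes within 2 Mb on either side had a median of -0.000461. Handling of the mRNA-seq libraries in different batches is argued against, since 2 of the 8 ATAC-seq regions within 10 kb of Meg3, Rian and Mirg, from 109539110 to 109539374 and from 109594754 to 109595324, had a peak in both WT libraries and no mutant library, against 3.25% of all regions (hypergeometric test, exact, one-sided, p = 0.0260). Whether the fall comes with the substitution or was shared by the clones from a common ancestor cannot be told apart, since the descent of the clones is not given in the text read here and no WT subclone was measured. The fall of Rian differed by -0.16 on the log2 scale between Mut43 and Mut18, which either explanation allows.

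Wdr77 and Atp5f1, overlapping neighbours on chromosome 3 that could share reads, had a different change in the 2 clones. The log2 difference between Mut18 and Mut43 was -1.0748 for Wdr77 and -0.98818 for Atp5f1 (adjusted p = 1.30e-14 and 5.39e-14, edgeR with Benjamini-Hochberg adjustment). Wdr77 had 2081 and 2152 normalized counts in Mut18, 4553 and 4364 in Mut43 and 3864 and 3935 in WT. Cutting by a guide at the pair is argued against, with 0 sites of 4 or fewer mismatches and an NGG motif within 10 kb. The second perfect match of an H3f3b guide lies 1.19 Mb away, and loss of the whole segment between them in Mut18 is argued against by a median log2 difference of -0.035 over the 9 genes between them with a mean of at least 50 normalized counts. Loss of a shorter segment around the pair stays open. The median of the 5 tested neighbours within 500 kb was -0.21, with Ddx20 at -0.04 and Rap1a at -0.11 on one side. Ovgp1 and Pifo on the other side were at -1.48 and -1.14 on few counts and did not pass the test. Pifo had 5.01 and 4.05 normalized counts in Mut18, 10.2 and 10.1 in Mut43 and 2.93 and 8.82 in WT, and Ovgp1 5.01 and 9.10, 22.4 and 17.3, and 15.6 and 11.8, so part of each gap comes from a higher level in Mut43, and the counts are too few to decide. Loss of 1 copy of the pair in Mut18 is a hypothesis that counts per gene cannot settle.

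The change differed between the clones also at Acta2 (0.62175), Car2 (0.42601) and Tnc (0.59211), higher in Mut18 than in Mut43 on the log2 scale, and at Gm10324 (-0.33843) and H3f3b (-0.18614), lower in Mut18. The adjusted p-values were 1.09e-05, 2.33e-05, 2.33e-05, 0.000501 and 0.0402 in this order (edgeR with Benjamini-Hochberg adjustment). Acta2, Car2 and Tnc were below WT in both clones, further in Mut43, and Gm10324 was above WT in both. Of all 46 genes that differ between the clones, 37 were higher in Mut18 and 9 lower. Acta2, Col1a1, Tagln, Thbs1 and Vim of the fibroblast list are among the 37, noted after the values were seen. The cause of these differences was not tested. No library stood apart from the others of its genotype in any of the 31 sets of 4 mutant libraries tested for a single distant value.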

How the results depend on the processing

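The 16 genes that the paper names or that rose or fell most kept their side of the threshold in all 110 values computed under other settings with tests. The fold changes of list members and of genes that differ between the clones were not recomputed under these settings. The 16 kept their direction too, except that H3f3b, not called, went from 0.03 to -0.009 on the log2 scale with library sizes alone (adjusted p = 0.885, edgeR with Benjamini-Hochberg adjustment). The clone differences of 6 named genes did so in 24 of 24. Leaving out each replicate in turn moved 2 of 96 values of the 16 genes beyond the spread.

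With at least 10 counts required in every library, 248 genes were up and 471 down, and 634 changed in Mut18 and 912 in Mut43. This filter removes genes that fell to few counts, and fewer genes (12777) were tested. Without a fold change threshold the counts were 3308 and 3441, and with a test against a 2-fold change (edgeR's glmTreat) 102 and 259. Of the settings chosen after seeing the data, shrunken fold changes in DESeq2 gave 156 and 310, and a 2-fold change in every mutant library against each WT library gave 180 and 325. The other settings stayed within 1.5 times of 461 and 794, with 365 to 527 up and 656 to 1030 down. Library sizes alone in place of TMM moved the median of all genes by -0.04 and the median of chromosome 11 to 0.35 in Mut18 and 0.34 in Mut43.

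Replicate numbers did not pair the samples. The deviations of same-numbered libraries had an r of -0.05 for WT and Mut18, 0.003 for WT and Mut43 and -0.03 for the clones. With the replicate number as a block, 465 genes were up and 791 down, and no marker list changed its call.

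Spearman's rho was 0.982 in place of an r of 0.975. Leaving out each library in turn kept r between 0.971 and 0.976. The r of the clones' log2 fold changes was 0.815 and 0.822 with separate WT libraries. No WT library was then shared, and each clone was compared with a single WT library in place of the WT mean. Both could lower r.

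Among the marker lists, an estimated inter-gene correlation in camera took the pluripotency, fibroblast, mesendoderm and Y-linked lists to the other side of the threshold. Their median log2 fold changes were 0.21, -0.67, -0.82 and 0.61, with adjusted p-values of 0.174, 0.160, 0.112 and 0.127. As a set, the Nodal list had the direction up despite a median of -0.13, and the developmental list down, with a median of -0.88. Both were called by fry, at adjusted p-values of 0.000724 and 0.00558. The cause was not tested. With each library left out, the median ranged from -0.50 to 0.024 for primitive endoderm (0.024 without the first WT library), from -0.89 to -0.70 for mesendoderm and from -2.06 to -1.60 for genes of the 2-cell-like state.

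With the same number of peaks from each ATAC-seq library, the mean share of WT regions with a peak in a mutant library was 90.4%, the share with a peak in all 4 was 82.2%, WT-only and mutant-only regions numbered 1872 and 1253, and 50.6% (WT) and 49.0% (mutants) of TSSs had a peak. With the 20000 strongest peaks, 75.8% of WT regions had a peak in all 4, 750 regions were WT-only and 562 mutant-only, and 31.5% and 30.6% of TSSs had a peak, since fewer peaks were kept. Within 1000 bp the TSS shares were 55.9% and 53.9%. A minimum -log10 q of 5 removes no peak. Over the 6 settings that each left out a library, the mean share ranged from 76.8% to 88.6%, the share in all mutant libraries from 65.3% to 81.6%, the share in at least 1 from 87.5% to 94.6%, WT-only regions from 3343 to 9761, mutant-only regions from 803 to 2752 and the Jaccard difference from 0.0404 to 0.0867. The extremes of 9761 and 65.3% came without the second WT library, and 2752 without the first. ATAC-seq depth was not analysed here, which limits what an absent peak says.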

Differences from the paper's values

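The Pearson r between WT and mutant expression was 0.975, against the paper's 0.98, a gap larger than the SD of the r of single libraries. Of the alternatives set before the data were examined, all 16263 genes with at least 1 count, the number shown in Fig. 2a, gave 0.978, genes with at least 10 counts in every library gave 0.977 and Spearman's rho was 0.982, each within that SD of the paper's value. A pseudocount of 0.1 gave 0.973 and leaving out each library in turn 0.971 to 0.976, outside that SD. The paper gives 2 decimals, so values of 0.975 and 0.976 lie at the edge of what rounds to its value, and those without the first WT library or without either Mut43 library (0.97552, 0.97528 and 0.97586) round to it.

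The number of upregulated genes was 461, against the paper's 146. Of the alternatives set before the data were examined, a test against a 2-fold change with edgeR's glmTreat, with 102 genes, came within 1.5 times of the paper's number, and the others did not, ranging from 248 to 3308. Of the alternatives chosen after seeing the values, shrunken fold changes in DESeq2 gave 156 and a 2-fold change in every mutant library against each WT library gave 180, both within 1.5 times, while removal of the GC trend without and with a replicate block (455 and 456) and of the length trend (459) did not come within it.

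The number of downregulated genes was 794, against the paper's 391. Of the alternatives set before the data were examined, at least 10 counts in every library, with 471 genes, came within 1.5 times of it, and the others did not, ranging from 259 to 3441. Of the alternatives chosen after seeing the values, shrunken fold changes in DESeq2 gave 310 and a 2-fold change in every mutant library gave 325, both within 1.5 times, while removal of the GC trend without and with a block (795 and 790) and of the length trend (784) did not come within it. None of the alternatives set before the data were examined came within 1.5 times of both of the paper's numbers. The paper's text does not name its differential test.

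The paper states that transcription of Pou5f1 and Nanog did not change in the mutants. Here the log2 fold changes were -0.27 and 0.20, with adjusted p-values of 4.22e-06 and 0.000165 from edgeR with Benjamini-Hochberg adjustment, both under 2-fold. The paper describes the rise of Lefty2 and Fam25c as mild, and here they rose 2.97-fold and 3.35-fold.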

Other observations

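The tests of fibroblast genes against the excess of fallen genes, of that excess with each chromosome left out and after GC removal, of Y-linked genes and of batches were chosen only after the results had been seen, as were the list of imprinted genes and the list of adipocyte genes.

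More genes fell than rose past 2-fold, 794 against 461, or 63.3% of the changed genes. Without the fold change threshold, 3441 genes fell and 3308 rose, a share of 51.0%, so the excess lay mainly among the larger changes. A GC trend does not account for the excess past 2-fold, since 63.6% of the changed genes fell once the trend was removed. Loss of a chromosome does not either, since at least 62.2% of the changed genes fell whichever chromosome was left out. Feeder fibroblasts left in the WT cultures stay open. The paper reports that cells were grown on feeders and then kept without them for 2 passages. The 23 tested genes of a fibroblast list had a median log2 fold change of -0.67 (camera of limma, adjusted p = 2.06e-08 with Benjamini-Hochberg adjustment over 9 lists). Col3a1 and Postn had log2 fold changes of -2.16 and -2.22, but Col3a1 had 863 counts in the first WT library and 262 in the second, and Postn 295 and 113. Relative to the second WT library alone they were at -1.06 and -1.35. The list's median stayed between -0.78 and -0.58 with each library left out. By contrast, the abundant Fn1 and Sparc changed by 0.09 and -0.13 and Col1a1 by -0.38. ESCs express several of these genes themselves, which can hide a small share of other cells, so feeder cells and a change within the ESCs cannot be told apart. The clones also differed at 5 genes of the list, all lower in Mut43 than in Mut18 and below WT in both, which either allows. Of the list, 20 genes fell and 1 rose over all genes tested and 22 changed when adjusted over the list alone.

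In the split of the 6 mRNA-seq libraries by genotype, 1255 genes changed by more than 2-fold at an adjusted p-value under 0.05. Of the 15 splits into 2 and 4 libraries, 1 gave as many, the real one, and the other 14 gave 0, with 44 to 1053 genes at an unadjusted p under 0.05. Each of the other splits puts WT and mutant libraries in the same group, which widens the spread and lowers the number of calls. Their 0 is therefore not a rate of false calls. The share of 1 in 15 is the smallest this design can give.

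Mut18 and Mut43 were nearly as alike as replicates of one clone. Their libraries had an r of 0.993 to 0.994, and 46 genes differed between the clones at an adjusted p-value under 0.05 in edgeR with Benjamini-Hochberg adjustment. Handling of the WT and mutant mRNA-seq libraries in different batches is argued against as the whole cause of the changes outside chromosome 11, since upregulated genes there had a mutant-only region nearby in the ATAC-seq libraries more often than other genes (odds ratio 1.98, Fisher's exact test, two-sided, unadjusted p = 0.000317). Such a region lay near only 10.6% of the 357 upregulated genes outside chromosome 11, against 5.68% of other genes. A difference between the WT and mutant cultures that reached both assays is not tested by this comparison. No batch, date or lane was analysed here. The substitution, an ancestor shared by the clones and such a difference in culture stay open. Each could make the clones alike and both unlike WT.

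Adipose genes were high in the first WT library alone. Fabp4, Cd36, Car3 and Lpl were noticed first. Of 21 other adipocyte genes then listed, 17 had at least 2 times the count in the first WT library of that in the second. Adipoq had 377 against 7 counts, Plin4 624 against 5 and Plin1 167 against 0, with at most 16 counts for these in any mutant library. The values are consistent with cells or RNA of fat tissue in that culture or library, at a small share, since Pnpla2 (523 and 482) and Adrb3 (332 and 279) were nearly level. A called gene can rest on this library. Of the 794 downregulated genes, 134 were under 2-fold when compared with the second WT library alone, and 61 with the first alone. Of the 461 upregulated genes, 80 were under 2-fold against the second WT library and 74 against the first. Downregulated genes thus fell under 2-fold more often against the second WT library than against the first, while upregulated genes did so about equally often against each. Col6a1 had 438 counts in the first and 59 in the second. No biological explanation was tested.

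Y-linked genes were higher in the mutants, with a median log2 fold change of 0.61 over 5 tested genes (camera, adjusted p = 0.000542 with Benjamini-Hochberg adjustment). All 5 rose, with Eif2s3y at 0.40, Ddx3y at 0.61 and Uty at 0.43, and Zfy1 and Kdm5d at 1.99 and 1.65 on few counts. Loss of the Y chromosome from some WT cells predicts one factor for all and is argued against as the whole cause, since the share of ATAC-seq peaks on the Y was lower in every mutant library than in both WT libraries (ratio of the means 0.891). The 95% confidence intervals of the abundant Eif2s3y (0.31 to 0.50) and Ddx3y (0.50 to 0.72) also miss each other, though barely. A change in expression was not tested. All 5 also changed when adjusted over the list alone.

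Other marker lists moved as sets in camera, with Benjamini-Hochberg adjustment over 9 lists. Pluripotency genes had a median log2 fold change of 0.21 (adjusted p = 1.45e-06), with 14 higher and 3 lower over all genes tested and 18 of 20 changed when adjusted over the list alone. Genes of primed cells had a median of -0.86 (8.46e-13), with 8 of 10 lower in both counts. Mesendoderm genes had -0.82 (0.00415), with 4 of 6 lower in both counts. Genes of the 2-cell-like state had -1.89 (9.83e-16), with all 13 tested genes lower in both counts, although members of the Zscan4 and Usp17l families could share reads. Primitive endoderm genes (median -0.25, adjusted p = 0.972), Nodal pathway genes (-0.13, 0.0942) and developmental families (-0.88, 0.0568) did not pass. The direction of the set was up for primitive endoderm and Nodal genes, against the sign of their medians, and down for developmental families. Over all genes tested 3 primitive endoderm genes rose and 4 fell, 3 Nodal genes rose and 3 fell, and 3 developmental genes rose and 19 fell, while 7, 8 and 23 changed when adjusted over the list alone. An estimated correlation kept only the primed (0.0311) and 2-cell-like (0.0279) lists.

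Of 27 tested imprinted genes outside the Dlk1-Dio3 region, 13 fell and 9 rose at an adjusted p-value under 0.05 in edgeR with Benjamini-Hochberg adjustment, 7 and 1 of them past 2-fold, and 5 did not pass. The log2 fold change was -3.98 for Grb10, -3.39 for Peg13, -1.68 for Magel2, -1.48 for Gnas, -1.46 for H19, -1.23 for Nnat and -1.20 for Ndn, and 1.04 and 1.00 for Sfmbt2 and Zrsr1. It was small for Sgce (-0.18), Mest (-0.22) and Slc38a4 (-0.03). The clones differed at 5 of the 27 genes. Igf2 was at 0.15 in Mut18 and -0.20 in Mut43, Peg3 at 0.05 and -0.29, Gnas at -1.33 and -1.65, Cdkn1c at -0.78 and -1.15, and Sfmbt2 at 0.93 and 1.15, with adjusted p-values between the clones of 0.000257, 0.0256, 0.000814, 0.0256 and 0.0453 in this order (edgeR with Benjamini-Hochberg adjustment). No explanation was tested for these.

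WT-only ATAC-seq regions outnumbered mutant-only ones, 2913 against 657. With the same number of peaks from each library the ratio of WT-only to mutant-only regions was 1.49, and with the 20000 strongest peaks it was 1.33 (750 and 562), against 4.43 with all peaks, so most of the excess went with the length of the lists. Without the first WT library the ratio was 1.63, and without the second 11.2. The first WT library has the most peaks, and its share in the excess cannot be told apart from a loss of accessibility. With equal numbers, splits that paired this library with a mutant library also had more regions only in the pair than only outside it. The counts were 336 against 200, 387 against 229, 300 against 212 and 318 against 200. Splits that paired the second WT library with a mutant library had fewer, from 323 against 326 to 235 against 295. An excess thus also arose in splits not made by genotype. Of all 15 splits, the real one gave the most of each kind with equal numbers, 1872 and 1253. With all peaks it gave the most regions found only in the pair, 2913, but not the most found only outside the pair, 657. Pairing the first Mut18 with the second Mut43 library gave 939 of the latter. Pairing the second WT with the first Mut18 library gave 683. The strongest WT-only regions lay on chromosome 16 from 55378700 to 55379110, chromosome 5 from 42703897 to 42704740 and chromosome 3 from 41769713 to 41770318, and the strongest mutant-only regions on chromosome Y from 90741022 to 90741174, chromosome 19 from 57455293 to 57455819 and chromosome 1 from 191712420 to 191712642, in GRCm38.

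Downregulated genes had a WT-only region within 50 kb more often than other tested genes, 21.4% against 17.8% (odds ratio 1.26, Fisher's exact test, two-sided, p = 0.0114, Benjamini-Hochberg adjusted p = 0.0152 over 8 tests). Upregulated genes had a mutant-only region nearby more often, 13.3% against 6.80% (odds ratio 2.10, adjusted p = 7.94e-06), and downregulated genes had one less often, 2.28% (odds ratio 0.320). Upregulated genes had a WT-only region nearby as often as other genes, 17.7% against 17.8% (odds ratio 0.993, Fisher's exact test, two-sided, p = 1.0), so that depletion has no counterpart. Without chromosome 11 the odds ratio of the downregulated genes for a WT-only region was 1.21 (Fisher's exact test, two-sided, unadjusted p = 0.0402), and for a mutant-only region it was 0.353. Genes are not independent replicates. A gain of chromosome 11 is not enough to account for the upregulated genes, since the odds ratio was 1.98 without that chromosome, where 139 of the 657 mutant-only regions (21.2%) lay. These values are consistent with lower accessibility going with lower expression at some genes, a hypothesis found and tested on the same data.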
